A study of Homo sapiens with 42 samples. Its data were reported in "The Activation-Induced Assembly of an RNA/Protein Interactome Centered on the Splicing Factor U2AF2 Regulates Gene Expression in Human CD4 T Cells" (2015).

How the data were processed

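Total RNA of human primary CD4 T cells was measured after siRNA against U2AF1, SRRM2, SYNCRIP or ILF2, or a control siRNA. Per the labels, the siRNA was given 24 h before the activation beads and the cells were collected 24 h after them. The study's methods text gives a longer time between siRNA and activation, and the labels name a different second antibody on the beads than the methods do. Neither difference could be settled from the values. The arrays were Affymetrix Human Transcriptome Arrays, which carry probe sets for exons and for exon-exon junctions. Each of 21 arrays was deposited at 2 levels, which gives 42 samples. The labels name no separate donors or cultures behind the replicates.

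The authors deposited gene-level and exon-level values in log2 units. Per the methods, they were made by robust multi-array average (RMA: background correction, quantile normalization and summarization) in Affymetrix Expression Console, with no version stated. Whether all arrays were normalized together is not stated. The authors also deposited sheets of changed genes with a log2 fold change, a mean log2 value and a limma p-value with its adjusted p-value. For splicing they deposited sheets with an ASPIRE delta inclusion score from AltAnalyze, together with other columns that count probe set pairs and exons per gene. The deposited sheets list calls only, so a gene missing from them was not read as unchanged. The submitters' processing notes name genome build hg18, but the names of the alternative MHC haplotypes in the deposited identifiers are those of a later build, so coordinates are given as deposited and no build is assigned to them.

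The gene-level table held 70523 entries for 67528 transcript clusters, of which 37093 had a mean log2 value above 6 over all arrays and were tested, the minimum that the study used. Of these, 17476 carried 1 gene symbol (16465 distinct symbols), 1206 carried several symbols and 18411 were left unnamed here. Where a symbol had several clusters, the cluster with the highest mean was used for gene lists. The exon-level table held 914585 entries, 573909 for exons and 339146 for junctions. Of these, 672085 had 1 symbol, and 432564 (170567 junctions and 261997 exons) in 15777 genes passed the minimum of 6 and were tested. Genes of the MHC class II region that only some people carry were hidden, genes of the Y chromosome were never named, and 1119 tested clusters on alternative MHC haplotypes were counted but not named. Among the called clusters 149 after U2AF1, 77 after SRRM2, 73 after SYNCRIP and 5 after ILF2 siRNA lay on those haplotypes.

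Groups followed the labels. The labels number the arrays in a pair of runs that each begin with a Control triplet, and array set 1 (9 arrays) and array set 2 (12 arrays) were taken from that numbering. Principal components separated the sets (86.6% of the variance in the first and 4.75% in the second). After each array set was centred, the first took 35.4%. Gene-level spreads (SD over clusters) ran from 1.33 to 1.42 in set 1 and from 1.57 to 1.62 in set 2. Exon-level medians were alike, from 7.33 to 7.40 and from 7.32 to 7.38. No pair of arrays was identical (highest correlation 0.999). Same-numbered Control and U2AF1 arrays deviated together from their group means (correlations from 0.30 to 0.45 for the 3 pairs, and from -0.33 to -0.0083 for the 6 pairs with different numbers). This pairing is a hint from the values and from the replicate numbers, which the labels do not explain, so the U2AF1 comparison was also fitted with these numbers as a block.

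Values were fitted with limma 3.58.1 (lmFit and eBayes) in R 4.3.3, with data.table (1.17.8) and statmod 1.5.0, in 1 fit of all 21 arrays with group and array set as additive terms. p-values were adjusted by the Benjamini-Hochberg method within each comparison, and a cluster was called at an adjusted p under 0.05. Errors of changes are SE from that fit, and group values are means with SD. For splicing, the index of a probe set (its exon-level log2 value minus the gene-level log2 value of its gene) went through the same fit, and a probe set was called at an adjusted p under 0.05 and a difference of at least 0.5. The index compares 2 summaries of an array and does not name the event. The SYNCRIP effect was compared between array sets by an interaction term.

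Gene lists for pathways, complexes and cell types were fixed before the data were examined, as were the tests, the naming rule and the other settings to be tried. They held 1244 genes, of which 998 had a tested cluster, and 41 lists had at least 3 tested members. Lists were tested with camera at a preset inter-gene correlation of 0.01, adjusted over lists within a comparison, and again with an estimated correlation and with fry. Over the 4 comparisons camera called 17, 20, 22 and 11 lists after U2AF1, SRRM2, SYNCRIP and ILF2 siRNA. Without the 3 outermost arrays, 16, 18, 10 and 9 of these calls were kept. With an estimated correlation 5 calls were kept, all after U2AF1 siRNA: cytokines, chemokines, the study-measured cytokines and both lists of genes that the study named. fry, which asks whether a list's genes move one way on balance without comparing them with other genes, called 14, 11, 10 and 0. The marker genes of other cell types with the highest mean log2 values were XCL2 (10.1, natural killer cells), CD68 (9.55, monocytes), IGHM (9.09, B cells), CD8A (7.74) and ITGA2B (7.68, platelets), against 11.5 for CD3E. The lists for CD8 and gamma-delta T cells had too few tested members for a list test.

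Genes are named by a rule: the targeted gene, the 8 highest and 8 lowest changes among called clusters with exactly 1 symbol whose knockdown arrays all lie beyond all controls of their set, and up to 4 called members of each list with the largest change. All members were open to naming in the lists taken from the study, in the surface markers and in lists of 6 or fewer genes. For splicing the rule takes the 8 largest differences, 1 per gene, and the 3 genes that the study followed. Genes called in both U2AF1 and SRRM2 comparisons, SYNCRIP effects that differ between sets and genes given from the authors' sheets were chosen after their values were seen.

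Overlaps of called clusters were set against Fisher's exact test and recomputed with separate controls, and correlations of changes were set against 50 simulations in which unchanged groups shared the controls. The share of called immune genes that fell has an exact (Clopper-Pearson) 95% confidence interval and was compared by Fisher's exact test. Alternatives were no array set term, the arrays of 1 set alone, replicate number as a block, no filter and minimums of 7 (5 for splicing), quantile normalization, eBayes with trend and robust, limma's diffSplice and each array left out in turn. Alternatives chosen after the data were seen left out Control 2, SYNCRIP 2 and SYNCRIP 3, the outermost on the first component within sets (-22.5, 25.3 and 19.2), or used the SD of each array as a covariate, or kept clusters with 1 symbol. Other arrays lay nearly as far out and were kept (SYNCRIP 5 at 17.8, Control 6 at -17.1 and SYNCRIP 1 at -16.7). SYNCRIP 1 is then the lone SYNCRIP array of set 1, assumed to vary like the other groups. Also added were a replicate block within the own-set arrays and one for Control and U2AF1 of set 1 in the fit of all arrays, other settings for the gene lists, and leave-one-out for the overlaps, the immune shares and the comparison of sets. Figures were drawn with Python 3.11.15, matplotlib 3.10.9, pandas 2.3.3 and numpy 2.4.6.

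The procedure was tested on simulated data, in which 100 clusters of each size were shifted among unchanged arrays. The noise was drawn independently for each cluster or probe set, without the structure that real arrays share across clusters. The false calls given here therefore do not measure the error rate on the real arrays. A shift of 0.25 was recovered in 54, 57, 79 and 56% of clusters for U2AF1, SRRM2, SYNCRIP and ILF2 siRNA, and one of 0.5 in 93, 94, 98 and 95%. Of the unchanged clusters, 8, 9, 6 and 6 were called. For splicing, a shift of 1 in 200 probe sets was recovered in 90.5, 89.5, 97 and 91.5%, with 9, 7, 4 and 11 unchanged probe sets called. Array values carry no counts, so the number of arrays and the spread between them set the precision.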

Results

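The series profiled activated human primary CD4 T cells in which 1 of 4 proteins of the U2AF2 interactome had been depleted by siRNA. U2AF2 is the large subunit of the heterodimer that recognises the 3' splice site. The study placed U2AF1, the small subunit of that heterodimer, and SRRM2, a scaffold protein rich in serine and arginine, among the core members of the interactome. It placed the RNA-binding proteins SYNCRIP and ILF2 among the peripheral members. Each knockdown was compared with a negative control siRNA, to ask how each protein affects expression and splicing after activation through the T cell receptor. The study's methods describe CD4 T cells from the blood of 1 person, activated with beads and expanded with IL2. These were frozen, thawed, expanded again and then re-stimulated. Whether all arrays share that donor, and whether each came from a separate culture, is not stated in the labels. RNA was hybridised to arrays that carry probe sets for exons and for exon-exon junctions. The 42 deposited samples are 21 arrays read at both the gene level and the exon level. They comprise 6 arrays for Control siRNA, 6 for SYNCRIP siRNA and 3 each for U2AF1, SRRM2 and ILF2 siRNA.

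The arrays fell into 2 sets. Set 1 held 9 arrays (Control 1 to 3, SYNCRIP 1 to 3 and the U2AF1 triplet), and set 2 held 12 (Control 4 to 6, SYNCRIP 4 to 6 and the SRRM2 and ILF2 triplets). Gene-level medians ran from 7.81 to 7.89 in set 1 and from 7.56 to 7.64 in set 2 on the log2 scale, and the first principal component took 86.6% of the variance. Every comparison was therefore fitted with array set as a term. The number of arrays limits the precision, and all p-values measure only the spread between these arrays. A value called changed had an adjusted p under 0.05 in limma.

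Each siRNA lowered the transcript it targets. U2AF1 RNA fell from 10.02 ± 0.044 (log2, SD, n = 3) in the set 1 controls to 9.73 ± 0.049 (SD, n = 3) after U2AF1 siRNA, a fitted change of -0.31 (SE 0.034, adjusted p = 1.1e-05). The authors' sheet gives -0.46 for U2AF1. The study also reported the knockdown of each target by RT-qPCR, and less U2AF1 protein by immunoblot. SRRM2 RNA fell from 11.61 ± 0.015 to 11.22 ± 0.033 (SD, n = 3 each), with a fitted change of -0.38 (SE 0.031, adjusted p = 1.6e-06). SYNCRIP RNA fell from 11.28 ± 0.024 to 10.71 ± 0.10 in set 1 and from 11.62 ± 0.033 to 11.29 ± 0.064 in set 2 (SD, n = 3 each), with a fitted change of -0.45 over both sets (SE 0.042, adjusted p = 2.3e-05). ILF2 RNA fell from 12.55 ± 0.011 to 12.33 ± 0.029 (SD, n = 3 each), with a fitted change of -0.22 (SE 0.028, adjusted p = 0.0024). Every knockdown array lay below every control array of its set, in 3 of 3 arrays for U2AF1, SRRM2 and ILF2 and in 6 of 6 for SYNCRIP. With the controls and knockdown arrays of set 2 alone, ILF2 no longer passed the test (-0.22, adjusted p = 0.094), and neither did SYNCRIP (-0.33, adjusted p = 0.055). The authors' deposited table places the clusters of U2AF1 on chromosome 21 (44513066 to 44527697), SRRM2 on chromosome 16 (2802330 to 2821413), SYNCRIP on chromosome 6 (86317502 to 86353510) and ILF2 on chromosome 1 (153634512 to 153643524). The labels name build hg18, but the names of the alternative MHC haplotypes in the deposited table are those of a later build.

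**Figure D1:**
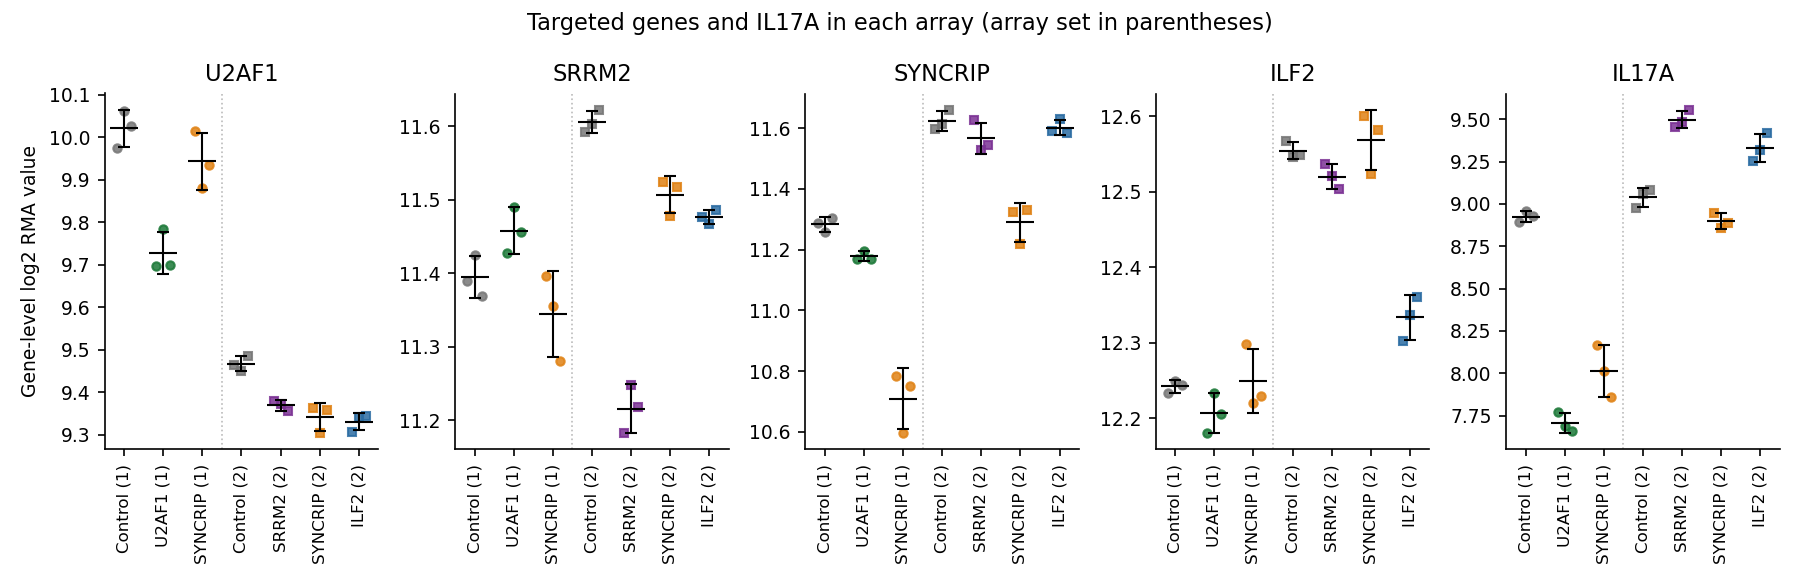
Gene-level log2 RMA values of the 4 targeted genes and IL17A in each array, with group means and SD bars. Circles are set 1, squares set 2, and the dotted line parts the sets. U2AF1 averaged 10.02 in the set 1 controls and 9.73 after its siRNA, and each other target was likewise lowest, within its set, in the arrays of its own siRNA.

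After U2AF1 siRNA, the RNAs of cytokines and chemokines fell together. XCL1, a chemokine of activated lymphocytes, changed by -1.09 ± 0.11 (log2, SE, adjusted p = 5.6e-06), and IL17A, the defining cytokine of Th17 cells, by -1.03 ± 0.13 (adjusted p = 4.8e-05). The fit of both sets assumes the same SYNCRIP effect in each, which did not hold for these genes and shifts their estimates. In set 1 alone limma gave -1.22 for IL17A (adjusted p = 0.0031), and the authors' sheet gives -0.94 for XCL1. IL10, which restrains inflammation, fell by 0.97 with an SE of 0.058 (adjusted p = 8.4e-09). The Th2 cytokines IL5 (-0.88) and IL4 (-0.58), the neutrophil attractant CXCL8 (-0.81) and the chemokines XCL2 (-0.99) and CCL1 (-0.88) fell as well. All of these were lower than every set 1 control in 3 of 3 arrays. The SYNCRIP effect also differed between sets for XCL2, CCL1 and IL5. The authors' sheet gives -0.68 for CCL1 and -1.04 for IL5. Of 32 cytokines measured, 18 fell and none rose (23 adjusted over the list alone, camera adjusted p = 1.6e-19). Of 12 chemokines, 8 fell and none rose (9 adjusted over the list alone, camera adjusted p = 1.8e-08). Both calls held with an estimated correlation (adjusted p = 0.0081 and 0.0081). XCL1 and XCL2 are also the 2 of 9 natural killer cell markers that fell (2 adjusted over the list alone, camera adjusted p = 0.31). Among the fallen members were IL3 (-0.57), IL1A (-0.72), IFNG (-0.43), TNF (-0.40) and CCL4 (-0.41).

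Members of the lists of surface markers, co-stimulatory molecules, T cell receptor signalling and MHC class II presentation also fell. IL2RA, the high-affinity chain of the IL-2 receptor, changed by -0.30 and the early activation marker CD69 by -0.39, while the transferrin receptor TFRC (-0.083, adjusted p = 0.19) passed the test only after quantile normalization or without the 3 outermost arrays. Of these 3 surface markers all 3 passed when adjusted over the list alone (camera adjusted p = 2.3e-05, adjusted p = 0.070 with an estimated correlation). Of 35 co-stimulatory and co-inhibitory molecules, 10 fell, among them CD86 (-0.60), BTLA (-0.44), CD226 (-0.42) and SH2D1A (-0.36), and 2 rose (17 adjusted over the list alone). Their camera adjusted p of 0.0085 was lost with quantile normalization (adjusted p = 0.053) and with an estimated correlation (adjusted p = 0.78). Of 52 genes of T cell receptor signalling, 9 fell and none rose (14 adjusted over the list alone, camera adjusted p = 3.7e-04, adjusted p = 0.78 with an estimated correlation). Of 20 MHC class II presentation genes, 12 fell, including HLA-DRA (-0.73), the protease LGMN (-0.51) and the peptide-loading modulator HLA-DOB (-0.43), and none rose (14 adjusted over the list alone, camera adjusted p = 1.0e-11, adjusted p = 0.11 with an estimated correlation). Beside them, 2 of 14 monocyte and dendritic cell markers fell, ITGAX (-0.29) and CD68 (-0.24), and none rose (2 adjusted over the list alone, camera adjusted p = 0.70). Of 8 B cell markers, limma called 0 by adjusted p and 0 adjusted over the list alone.

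Part of the lists for mitosis and for the endoplasmic reticulum stress response fell, while part of the p53 targets rose. Of 55 genes of G2 and mitosis, 24 fell, among them the mitotic kinesins KIF20A (-0.53) and KIF14 (-0.37) and the kinetochore gene CENPF (-0.33), and none rose (31 adjusted over the list alone, camera adjusted p = 2.8e-18, adjusted p = 0.27 with an estimated correlation). Of 22 replication-dependent histone genes, 7 fell, such as H2BC12 (-0.34), and none rose (13 adjusted over the list alone, camera adjusted p = 5.4e-11, adjusted p = 0.27 with an estimated correlation). Of 36 targets of p53, 14 rose and 2 fell (19 adjusted over the list alone, camera adjusted p = 1.3e-06, adjusted p = 0.20 with an estimated correlation). The risen targets included the pro-apoptotic BAX (0.45), the p53 ubiquitin ligase MDM2 (0.30), RPS27L (0.39) and SESN1 (0.33). Of 40 genes of endoplasmic reticulum stress and ATF4, 12 fell, including the cystine transporter SLC7A11 (-0.72), the chaperone HSPA5 (-0.35) and XBP1 (-0.30), and none rose (16 adjusted over the list alone, camera adjusted p = 9.4e-10, adjusted p = 0.27 with an estimated correlation). Of 31 genes of the U2 snRNP and of 3' splice site recognition, 8 fell and 2 rose (14 adjusted over the list alone, camera adjusted p = 0.064). The risen ones were U2AF2, the partner of U2AF1, which changed by 0.46 ± 0.044 (SE, adjusted p = 1.8e-06), and the branch point protein SF1, by 0.32. Outside these lists, MALL (0.76), HMSD (0.75), PRG2 (0.74), TNIP3 (0.72), APOBEC3H (0.52) and EZH1 (0.52) were among the largest rises.

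In all, 2730 of 37093 transcript clusters changed after U2AF1 siRNA, 842 higher and 1888 lower, and 230 of them by more than 0.5 on the log2 scale. With the 6 control and U2AF1 arrays of set 1 alone, 1199 changed, and without U2AF1 replicate 3, 1706 changed. With the spread of each array as a covariate, 4334 changed.

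U2AF1 siRNA altered splicing far more widely than the other siRNAs. The splicing index of a probe set is its log2 value minus that of its gene. A junction of RPS24, a ribosomal protein gene, had an index of -3.30 ± 0.45 (SD, n = 3) in the set 1 controls and -0.017 ± 0.22 (SD, n = 3) after U2AF1 siRNA, a fitted difference of 3.27 (SE 0.23, adjusted p = 1.6e-07). Junctions of EZH2, the catalytic subunit of the Polycomb repressive complex (3.13), of FNBP1 (3.05), of the vesicle traffic GTPase RAB8B (2.89), of ZNF638 (2.81) and of PRR13 (2.79) rose in the same way. A junction of the glycerol kinase gene GK5 fell by a similar amount. The study followed 3 genes in detail, so these are not independent evidence. A junction of ABI1, a regulator of the actin cytoskeleton, rose by 2.78 (SE 0.17, adjusted p = 2.2e-08), a junction of the cytokine receptor gene IL18R1 fell by 2.36 (SE 0.21, adjusted p = 2.0e-06), and a junction of the caspase gene CASP2 fell by 0.95 (SE 0.25, adjusted p = 0.035), below every set 1 control in 2 of 3 arrays. These were 2 of 35, 2 of 33 and 2 of 44 probe sets tested. In limma, 0 probe sets of the 3 genes were called after SRRM2, SYNCRIP or ILF2 siRNA, and their lowest adjusted p there was 0.16. The study reported, with RT-qPCR, that SYNCRIP knockdown amplified exon inclusion in ABI1, which these calls did not show.

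Over all genes, 6957 of 432564 probe sets in 3192 of 15777 genes had a changed index after U2AF1 siRNA, 4473 of them junctions and 2484 exons. Of the probe sets, 2395 were higher and 4562 lower. Of the 3192 genes, 694 also changed in their level. With set 1 alone, 1626 genes had a changed index, and limma's diffSplice called 4957. The authors' deposited table listed 458 genes with altered splicing after U2AF1 siRNA. Of the 392 tested here, 353 were also called here, where 79.3 were expected by chance (Fisher's exact test, p = 3.3e-202), although both rest on the same arrays. From the sheets for SRRM2, SYNCRIP and ILF2 siRNA, 3 of 11, 0 of 2 and 0 of 4 tested genes were also called here.

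**Figure D2:**
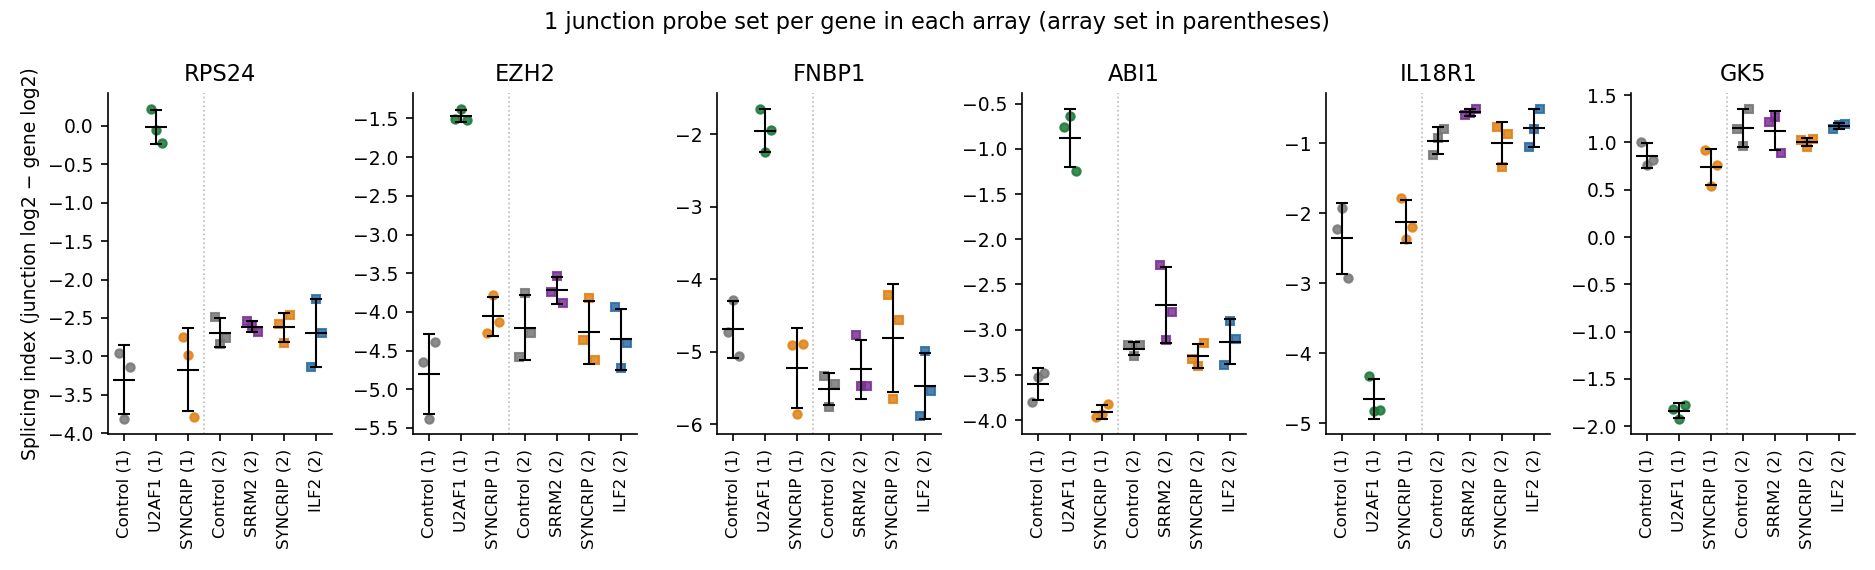
Splicing index (log2 of 1 junction probe set minus log2 of its gene) of 6 genes in each array, with group means and SD bars. Circles are set 1, squares set 2, and the dotted line parts the sets. In RPS24 the set 1 controls averaged -3.30 and the U2AF1 siRNA arrays -0.017, and in all 6 genes the U2AF1 siRNA arrays lay apart from the controls of their set.

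After SRRM2 siRNA, many immediate-early and NF-kB response genes rose and many mitotic genes fell. ANGPTL4, a secreted regulator of lipoprotein lipase, changed by 0.91 ± 0.052 (log2, SE, adjusted p = 2.6e-08), the largest rise among named genes. IL24 changed by 0.60 ± 0.063 (SE, adjusted p = 3.3e-05), and CLEC2B, a lectin (0.67), the protease gene GZMA (0.64), the chemokine CCL20 (0.62), the lipid droplet gene HILPDA (0.61) and the microRNA genes MIR221 (0.77) and MIR222 (0.81) rose too. All of these were above every set 2 control in 3 of 3 arrays. Of 42 genes of the immediate-early and NF-kB response, 26 rose and none fell (34 adjusted over the list alone, camera adjusted p = 6.1e-28, adjusted p = 0.21 with an estimated correlation). They included the nuclear receptors NR4A2 (0.55) and NR4A1 (0.46), the mRNA decay factor ZFP36 (0.45) and the phosphatase DUSP2 (0.45).

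Of 32 cytokines, 12 rose and none fell (14 adjusted over the list alone, camera adjusted p = 7.0e-08, adjusted p = 0.26 with an estimated correlation), among them TNF (0.23), IL31 (0.28), IL23A (0.26) and IL2 (0.38, a call lost with quantile normalization). Of 12 chemokines, 4 rose and none fell (4 adjusted over the list alone, camera adjusted p = 0.028, adjusted p = 0.61 with an estimated correlation). CD69 rose by 0.39, while IL2RA (-0.022) and TFRC (-0.0087) were not called, and camera did not call these 3 surface markers (adjusted p = 0.38). Of 52 genes of T cell receptor signalling, 2 rose and 1 fell (4 adjusted over the list alone, camera adjusted p = 0.20). Of 45 genes of glycolysis and the hypoxia response, 14 rose, including EGLN3 (0.36), MXI1 (0.34) and NDRG1 (0.31), and none fell (23 adjusted over the list alone, camera adjusted p = 1.5e-11, adjusted p = 0.58 with an estimated correlation). Beside these groups, 4 of 9 natural killer cell markers rose (4 adjusted over the list alone, camera adjusted p = 0.0076, adjusted p = 0.26 with an estimated correlation). They were XCL1 (0.45, lost without the 3 outermost arrays), XCL2 (0.41), CD160 (0.46) and NCR3 (0.18), and the first pair also counts among the chemokines.

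Of 55 genes of G2 and mitosis, 28 fell after SRRM2 siRNA and none rose (40 adjusted over the list alone, camera adjusted p = 2.7e-28, adjusted p = 0.26 with an estimated correlation). KIF14 (-0.48), the kinetochore motor CENPE (-0.47), KIF20B (-0.36) and the spindle gene ASPM (-0.35) were among them. Of 36 SR proteins and related genes, 7 fell, including NKTR (-0.36) and SREK1 (-0.20), and 1 rose, the kinase CLK3 (0.15), which phosphorylates SR proteins (13 adjusted over the list alone, camera adjusted p = 1.9e-08, adjusted p = 0.68 with an estimated correlation). Of 40 genes of endoplasmic reticulum stress and ATF4, 5 fell, among them SLC7A11 (-0.40), CHAC1 (-0.30) and PSAT1 (-0.24), and 1 rose, PPP1R15A, at 0.29 (8 adjusted over the list alone, camera adjusted p = 0.0042, adjusted p = 0.72 with an estimated correlation). The SYNCRIP effect on CHAC1 differed between sets, and the authors' sheet gives -0.38 for CHAC1 after SRRM2 siRNA.

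In all, 2181 clusters changed after SRRM2 siRNA, 1060 higher and 1121 lower. The count was 761 without SRRM2 replicate 2, 749 without SRRM2 replicate 3, 1272 without Control replicate 4 and 1084 without Control replicate 6, and 5699 with the spread of each array as a covariate. With the controls and SRRM2 arrays of set 2 alone, it was 1675. Splicing changed in 221 genes (242 probe sets, 65 higher and 177 lower). The largest differences were in junctions of NPR1 (-1.66), PLK2 (1.36) and MSLNL (-1.36) and an exon of MICAL3 (-1.35). That count was 16 without SRRM2 replicate 2, 18 without SRRM2 replicate 3, 59 without Control replicate 4 and 34 without Control replicate 6. In set 2 alone limma called 0 genes, against 46193 probe sets with an unadjusted p under 0.05 in the fit of all arrays and 2366 genes by diffSplice.

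The changed immune genes went opposite ways after U2AF1 and SRRM2 siRNA. Of the 304 measured genes on the immune lists, 89 changed after U2AF1 siRNA and 79 of them fell, a share of 88.8% (exact 95% confidence interval 80.3 to 94.5). After SRRM2 siRNA 66 changed and 2 fell, a share of 3.03% (0.369 to 10.5). The shares differed (Fisher's exact test, two-sided, p = 4.4e-30). Among the called genes outside the lists, 73.5% of 1287 fell after U2AF1 siRNA and 48.0% of 933 after SRRM2 siRNA. With quantile normalization the U2AF1 share was 78.8%. Genes are not independent replicates. There were 21 immune genes called in both comparisons. Of these, 18 fell after U2AF1 siRNA and rose after SRRM2 siRNA, among them XCL1, XCL2, IL10, IL31, IL24, CCL20, TNF, IL2, CD27, TNFSF11, CCL5, CSF1, JUN and MYC. The other 3, NFKB2, ICAM3 and NR4A1, rose in both. In the authors' sheets XCL1 stood at -0.94 after U2AF1 siRNA and 0.29 after SRRM2 siRNA, less far apart than the -1.09 and 0.45 of the fit here.

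The RNAs of 11 secreted factors whose proteins had been measured after these knockdowns formed a list. After U2AF1 siRNA 7 fell and none rose (8 adjusted over the list alone, camera adjusted p = 1.5e-12, and 0.024 with an estimated correlation). After SRRM2 siRNA 3 rose, IL10 (0.21), TNF (0.23) and CCL5 (0.19), and none fell (4 adjusted over the list alone, camera adjusted p = 0.0036, adjusted p = 0.68 with an estimated correlation). The IL10 call was lost with quantile normalization. IL17A was not called after SRRM2 siRNA in the fit of both sets (0.27 ± 0.13, SE, adjusted p = 0.27). In set 2 alone it was higher by 0.46 (adjusted p = 0.0069), and so were IL21 (0.32), IL22 (0.27), IL4 (0.24) and IL13 (0.20). After U2AF1 siRNA IL13 was called in set 1 alone (-0.20, adjusted p = 0.031) and not in the fit of both sets (-0.14, adjusted p = 0.096). All 11 are on the cytokine or chemokine lists. The study had measured their proteins after the same knockdowns, so their direction is not independent evidence, and after SRRM2 knockdown RNA and protein differed. There the study reported more IL6, IL13 and IFNg protein and less TNFa protein. Here TNF RNA rose, and IL6, IL13 and IFNG RNA were not called in the fit of both sets.

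**Figure D3:**
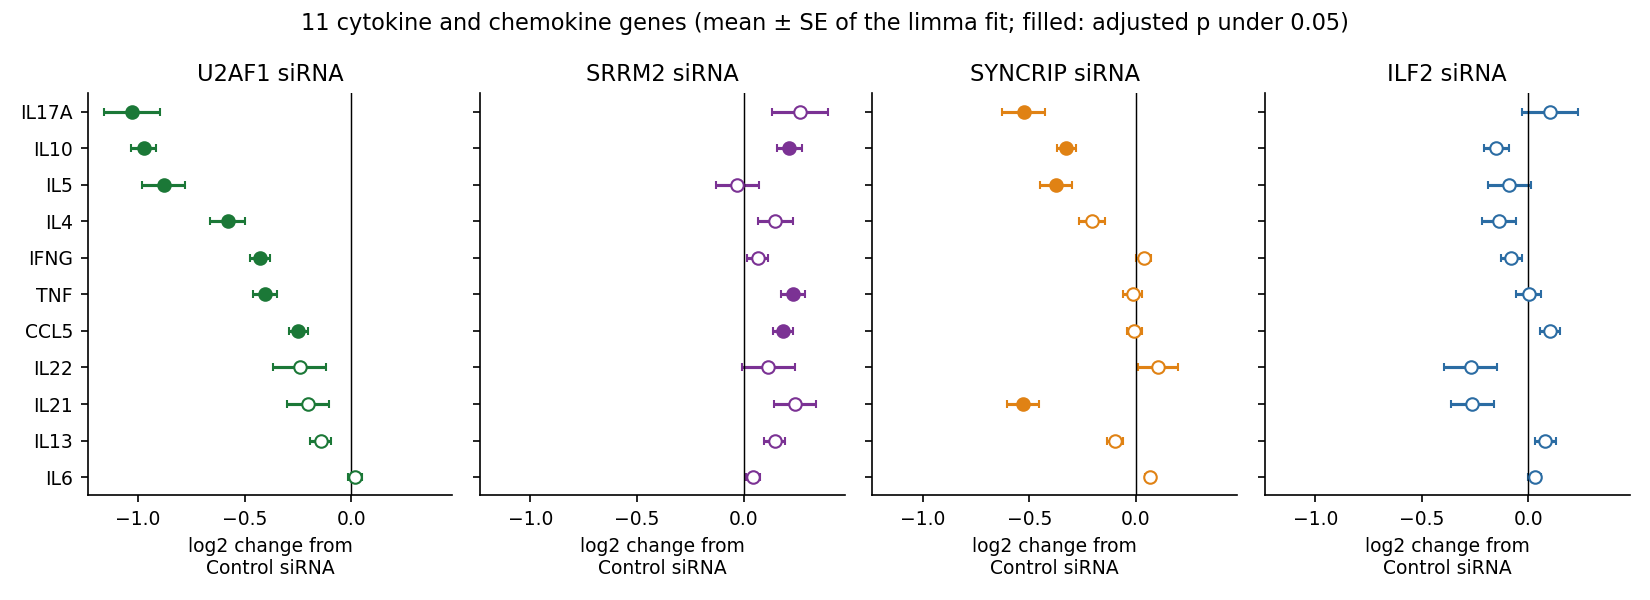
Change in RNA of 11 cytokine and chemokine genes (log2, knockdown minus Control siRNA) after each siRNA. Points are limma estimates, bars their SE, and filled points have an adjusted p under 0.05. After U2AF1 siRNA IL17A stood at -1.03, after SRRM2 siRNA at 0.27 and after SYNCRIP siRNA at -0.53.

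After SYNCRIP siRNA, a small group of secreted factors fell and the chemokine CCL22, which attracts regulatory and Th2 cells, rose. CCL22 changed by 0.94 ± 0.093 (log2, SE, n = 6, adjusted p = 3.4e-05), IL21, a cytokine that helps B cells, by -0.53 ± 0.075 (adjusted p = 5.5e-04), IL17A by -0.53 ± 0.10 (adjusted p = 0.0041) and CXCL8 by -0.47 ± 0.049 (adjusted p = 5.3e-05). All 4 lay beyond every control of their set in 6 of 6 arrays. The size differed between sets for IL17A, at -0.91 in set 1 and -0.14 in set 2 (adjusted p of the difference 2.0e-04). With a separate effect for each set, limma did not call IL17A in set 2 (adjusted p = 0.34). CCL22 changed by 1.25 and 0.63 (adjusted p of the difference 0.026). IL10 (-0.33), CCL4 (-0.18) and TNFSF11 (-0.14) fell as well. These last 3 with IL17A, IL21 and CXCL8 form a list taken from the article on these arrays, so their direction is not independent evidence. All 6 fell (6 adjusted over the list alone, camera adjusted p = 3.2e-10, adjusted p = 0.060 with an estimated correlation). Of 32 cytokines 6 fell and 2 rose (16 adjusted over the list alone), and their camera adjusted p of 0.026 was lost with quantile normalization (adjusted p = 0.070) and with an estimated correlation (adjusted p = 0.62). Of 12 chemokines 5 fell and 3 rose (8 adjusted over the list alone, camera adjusted p = 0.38), among them XCL1 (0.35) and XCL2 (0.33), which rose but were not called without the 3 outermost arrays. Their rise lay in set 1: XCL1 changed by 0.66 there and 0.038 in set 2 (adjusted p of the difference 0.0037), and XCL2 by 0.61 and 0.050 (adjusted p = 0.0072). Both are also the 2 of 9 natural killer cell markers that rose (3 adjusted over the list alone, camera adjusted p = 0.026, adjusted p = 0.57 with an estimated correlation and 0.27 without the 3 arrays).

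Part of the members of other groups fell as well. Of 20 MHC class II presentation genes 10 fell, HLA-DRA by 0.33, and none rose (11 adjusted over the list alone, camera adjusted p = 5.6e-07, adjusted p = 0.57 with an estimated correlation). HLA-DRA changed by -0.56 in set 1 and -0.10 in set 2 (adjusted p of the difference 0.017), and LGMN by -0.45 and 0.15 (adjusted p = 5.2e-04). Beside them 2 of 14 monocyte and dendritic cell markers fell, the integrins ITGAX (-0.21) and ITGAM, at -0.20 (2 adjusted over the list alone, camera adjusted p = 0.86). Of 40 genes of endoplasmic reticulum stress and ATF4 14 fell, including SLC7A11 (-0.55) and the stress sensor ERN1 (-0.26), and none rose (20 adjusted over the list alone, camera adjusted p = 9.4e-09, adjusted p = 0.57 with an estimated correlation). Of 45 genes of glycolysis and the hypoxia response 8 fell, including BNIP3 (-0.37) and PDK3 (-0.19), and 1 rose (13 adjusted over the list alone, camera adjusted p = 2.5e-07, adjusted p = 0.57 with an estimated correlation). Of 44 interferon-stimulated genes 8 fell, such as GBP5 (-0.28) and GBP4 (-0.25), and none rose (11 adjusted over the list alone, camera adjusted p = 4.8e-04, adjusted p = 0.57 with an estimated correlation). Without the 3 outermost arrays (Control 2, SYNCRIP 2 and SYNCRIP 3), the fallen members were 3 with 1 risen, 7, 5 and 4 in these groups. Outside the lists the metalloprotease ADAM9 (-0.63) fell most among named genes, and XIRP1 (0.33), the G protein subunit GNG4 (0.32) and the neurofilament gene INA (0.27) rose.

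In all, 2580 clusters changed after SYNCRIP siRNA, 521 higher and 2059 lower, and 39 of them by more than 0.5. The direction of this count depended on scaling and on single arrays: 79.8% were lower as deposited, 63.9% after quantile normalization (1220 higher and 2161 lower) and 52.5% without the 3 outermost arrays, where 1015 changed. The count was 8177 without SYNCRIP replicate 1, 1478 without SYNCRIP replicate 2, 1480 without SYNCRIP replicate 5, 1676 without Control replicate 2 and 1442 without Control replicate 6. With the 6 arrays of set 1 alone 50 changed, 8% of them lower, and with those of set 2 alone 27 changed, 96.3% of them lower. In a fit of all arrays with a separate SYNCRIP effect for each set, 1174 changed in set 1 and 562 in set 2.

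SYNCRIP siRNA was used in both array sets, so its effect could be compared between them. Across the 2580 called clusters the changes in the sets had the same sign in 99.8% and a correlation of 0.714 across genes, which are not independent replicates and were chosen on the pooled change, and across all 37093 clusters the correlation was 0.458. IL17A fell by 0.91 in set 1 (SE 0.062, 3 of 3 arrays) and changed by -0.14 in set 2 (SE 0.062), a difference of 0.77 (SE 0.087, adjusted p = 2.0e-04). CCL22 rose by 1.25 in set 1 and 0.63 in set 2. The change differed between the sets in 160 clusters, with 2437 at an unadjusted p under 0.05. The count was 546 without SYNCRIP replicate 1, 105 without Control replicate 4 or SYNCRIP replicate 4 and 638 with the spread of each array as a covariate. It was 588 without the 3 outermost arrays, which leaves SYNCRIP 1 as the lone SYNCRIP array of set 1, assumed to vary like the other groups. SYNCRIP RNA itself changed by -0.57 and -0.33, a difference that did not pass the test (0.24, adjusted p = 0.16).

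Splicing after SYNCRIP siRNA changed in 23 genes (32 probe sets, 3 higher and 29 lower), led by an exon of HNRNPR (-1.16, adjusted p = 0.028), which encodes a close relative of SYNCRIP, and by CLDND1 (-0.91) and MYOF (0.85). The count was 351 without SYNCRIP replicate 1, at most 6 without any other array, and 2 with quantile normalization. limma's diffSplice called 725 genes, and 43706 probe sets had an unadjusted p under 0.05.

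In the fit of all arrays ILF2 siRNA changed the fewest genes, with 3 arrays against 6 for SYNCRIP siRNA. The study's text counts fewer genes after SYNCRIP than after ILF2 knockdown, while its deposited sheets list 333 clusters for SYNCRIP and 308 for ILF2. SNORD78, a small nucleolar RNA that lies in an intron of the host gene GAS5, changed by -0.62 ± 0.074 (log2, SE, adjusted p = 0.0021), and SNORD66 (-0.48) and SNORD75 (-0.34) fell with it. Of 5 small nucleolar RNA host genes limma called 0 (1 adjusted over the list alone, camera adjusted p = 0.10). The ribosome biogenesis gene URB2 (-0.31) and POP1 (-0.31), a subunit of the RNA-processing enzymes RNase P and RNase MRP, were lower. CHAC1, which degrades glutathione, changed by 0.38 ± 0.061 (SE, adjusted p = 0.0076), and SESN2 (0.27), the serine synthesis enzyme PHGDH (0.21) and STC2 (0.26, lost without the 3 outermost arrays) rose with it. These were 4 of 40 genes of endoplasmic reticulum stress and ATF4, of which none fell (8 adjusted over the list alone, camera adjusted p = 8.3e-09, adjusted p = 0.86 with an estimated correlation). All of these lay beyond every set 2 control in 3 of 3 arrays. The SYNCRIP effect on CHAC1 and STC2 differed between sets, which shifts their estimates in the fit of both sets. The authors' sheet gives 0.30 for CHAC1. FGL2 (0.41), FBXO48 (0.38, lost with quantile normalization) and GNLY (0.32), the cytotoxic protein granulysin, also rose.

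Of 45 cytoplasmic ribosomal protein genes limma called 0, but 13 were lower adjusted over the list alone and camera called the list lower (adjusted p = 8.3e-09, adjusted p = 0.87 with an estimated correlation). Of 36 SR proteins and related genes 1 fell, LUC7L, at -0.17 (11 adjusted over the list alone, camera adjusted p = 7.9e-11, adjusted p = 0.86 with an estimated correlation). Of the 11 secreted factors measured as protein, limma called 0 and 0 adjusted over the list alone (camera adjusted p = 0.36), and the largest values in the fit of both sets were -0.27 for IL22 (adjusted p = 0.38) and -0.26 for IL21 (adjusted p = 0.27). The SYNCRIP effect on IL22 differed between sets by 0.60, which shifts its estimate in that fit. The study named some genes for this knockdown from the same arrays. Of the 5 with a tested cluster, 0 were called (1 adjusted over the list alone), with IL17A at 0.10 (0.29, adjusted p = 0.12, in set 2 alone), MTOR at -0.12, CCNB1 at -0.12, SKAP1 at 0.089 and IL3 at -0.053. Of 8 B cell markers 1 fell, IGHM, at -0.26 (1 adjusted over the list alone, camera adjusted p = 0.40).

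In all, 228 clusters changed after ILF2 siRNA, 67 higher and 161 lower, and 1 of them by more than 0.5. The count was 25, 40 and 114 without ILF2 replicates 1, 2 and 3, 64 without Control replicate 4 and 68 without Control replicate 6. It was 140 without a filter on low values, 355 at a minimum of 7 and 1376 with the spread of each array as a covariate. In set 2 alone limma called 0 clusters, with 5132 at an unadjusted p under 0.05. Splicing changed in 6 genes, all lower in 1 probe set: MED12L, MICAL3 (-0.93), DPP4 (-0.76), DYNC1H1 (-0.74), DDX10 (-0.60) and EIF4G1 (-0.52), each at an adjusted p of 0.046. limma called 0 without any 1 of the ILF2 replicates or of Control replicates 2, 4 and 6, and 3 without Control replicate 1 or 3. None passed after quantile normalization, where diffSplice on the deposited values called 568 genes and 27100 probe sets had an unadjusted p under 0.05 in the fit of all arrays.

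**Figure D4:**
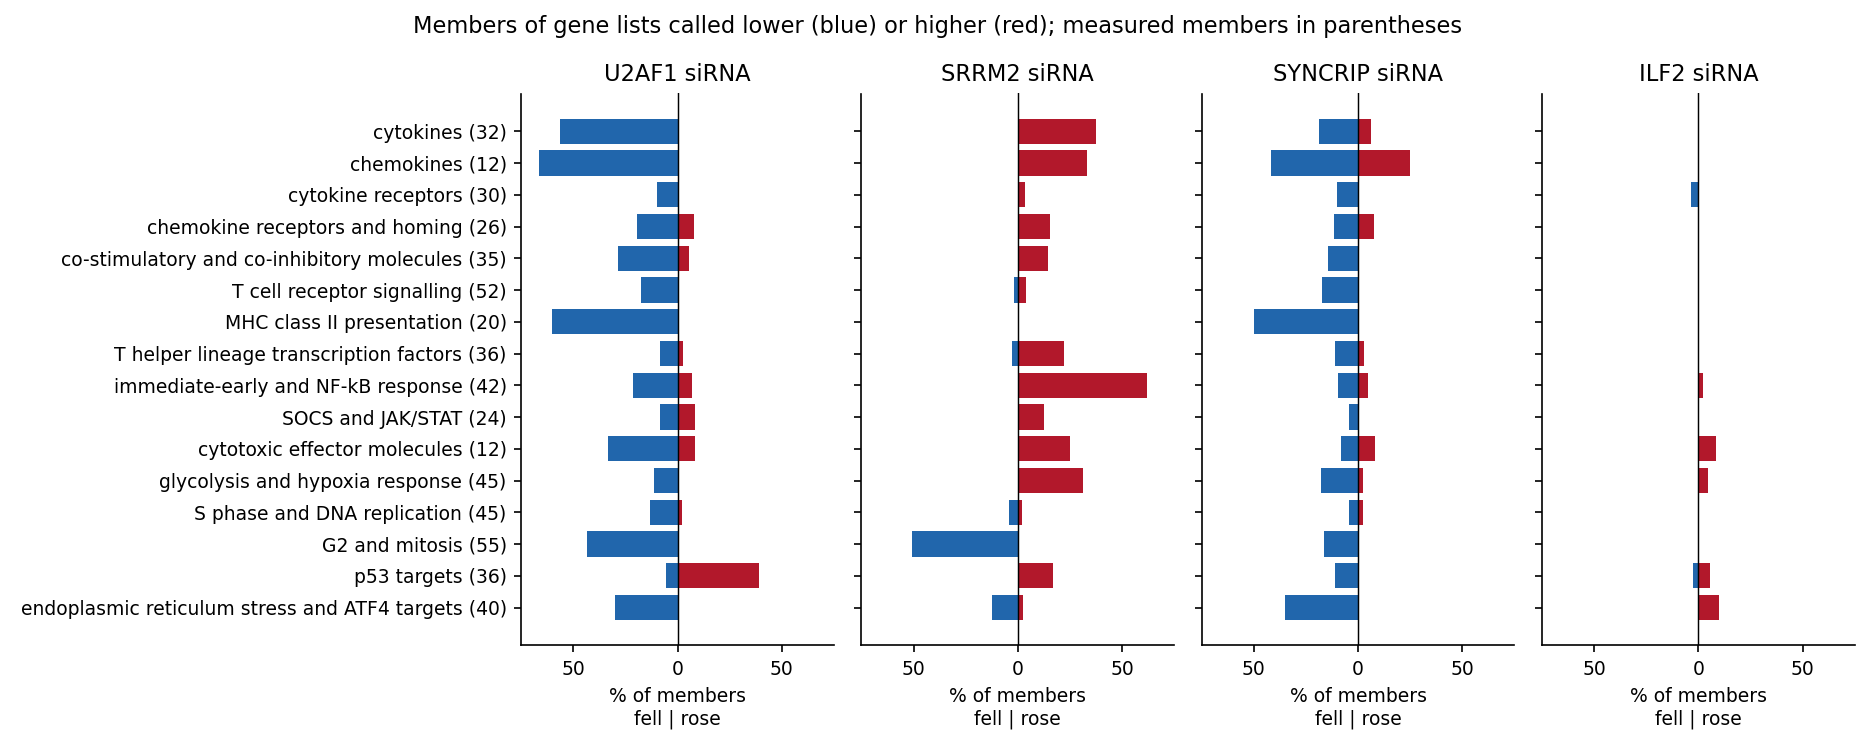
Percent of the measured members of 16 gene lists that fell (blue, left) or rose (red, right) at an adjusted p under 0.05 after each siRNA, with the number of measured members in parentheses. After U2AF1 siRNA 18 of 32 cytokines fell, and after SRRM2 siRNA 26 of 42 immediate-early and NF-kB genes rose.

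In the fit of both sets every knockdown is compared with the same 6 controls, although U2AF1 and SRRM2 siRNA lie in different sets, and shared controls alone can make changes agree. U2AF1 and SRRM2 siRNA changed 352 clusters in common, of which 195 moved in the same direction (46 higher in both, where 24.1 were expected, and 149 lower in both, where 57.1 were expected) and 157 in opposite directions (62 higher then lower, 25.4 expected, and 95 lower then higher, 54.0 expected). Fisher's exact test, which does not allow for shared controls, gave p = 1.8e-46 for the overlap. Simulated groups with no true change gave an overlap of 0 in 50 simulations, a value that leaves out the effects, and part of the excess over independent lists can come from the shared controls. Across clusters, which are not independent replicates, the changes correlated at 0.118, where the same simulations gave 0.181 on average, from -0.52 to 0.68. The simulated groups reused the residuals of the same few arrays with random signs, so this range mixes shared controls with array structure. It cannot show what shared controls alone give. The covariance was 0.0016 against 0.00098 simulated. With separate controls for each knockdown the overlap was 169, of which 76 moved in the same direction and the larger part in opposite directions. The majority in the same direction thus did not hold there, and the correlation was 0.039. The overlap expected for independent lists was not computed for those fits. The overlap was 140 without SRRM2 replicate 2, 131 without SRRM2 replicate 3, 231 without U2AF1 replicate 1, 224 without U2AF1 replicate 3, 203 without Control replicate 4 and 186 without Control replicate 6.

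SYNCRIP and ILF2 siRNA changed 40 clusters in common, of which 30 moved in the same direction (27 lower in both, where 8.94 were expected). Fisher's exact test gave p = 5.8e-08, again without allowing for shared controls, and the simulated overlap with no true change was 0. The correlation across clusters was 0.523, within the simulated range of -0.40 to 0.85 (mean 0.327). That range again mixes shared controls with array structure, so it decides nothing. The covariance was 0.0043 against 0.0011 simulated. With separate controls the correlation was 0.217, and no overlap could be counted, since limma called 0 clusters after ILF2 siRNA there. The overlap was 94 with quantile normalization, 74 at a minimum of 7, 70 with trend and robust eBayes and 20 without a filter. It was 496 without SYNCRIP replicate 1, and 5, 6 and 18 without ILF2 replicates 1, 2 and 3. It was 24 without Control replicate 1, 9 without Control replicate 4, 10 without Control replicate 6, 23 without SYNCRIP replicate 4 and 24 without SYNCRIP replicate 6.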

Values the study reported

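The paper reports that U2AF1 and SRRM2 knockdown shared 530 differentially expressed genes and that 18 overlapped between ILF2 and SYNCRIP knockdown. It reports 23 enriched immune pathways after U2AF1 knockdown and 38 after SRRM2 knockdown. In these pathways 143 of 214 genes (67%) were lower after U2AF1 knockdown, and 131 of 159 (82%) were higher after SRRM2 knockdown. It gives 123 differentially expressed genes for SYNCRIP and 308 for ILF2.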

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

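The differences between array sets given here were tested as planned. The alternatives without 3 arrays, with the spread of each array as a covariate and with 1 array left out at a time, and the IL17A change expected from that of SYNCRIP, were chosen after the result was seen.

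The effect of SYNCRIP siRNA differed between the array sets in 160 clusters, by the test of the interaction itself. Relabelling Control and SYNCRIP arrays within each set gave as many in 9 of 100 relabellings, with 12558 in the highest of the others, so chance could not be excluded for this count, and that spread points to a structure of the arrays beyond the siRNA. Among named genes, IL17A differed by 0.77 (set 2 minus set 1, log2), CCL22 by -0.61, IL22 by 0.60, IL5 by 0.50, IL3 by -0.35 and GNG4 by -0.24. Others were XCL1 (-0.62), XCL2 (-0.56), CCL1 (-0.59), IL1A (0.67), HLA-DRA (0.46), LGMN (0.60), MXI1 (0.41), CHAC1 (-0.32), STC2 (-0.26) and DYNC1H1 (-0.30). IL5 changed by -0.63 in set 1 and -0.13 in set 2, IL3 by 0.25 and -0.09, IL22 by -0.20 and 0.40 and GNG4 by 0.44 and 0.20.

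IL17A fell by 0.91 in set 1 and changed by -0.14 in set 2. A pair of technical explanations were tested. If separate normalization of the sets at the gene level were the cause, the exon-level values, whose medians match, should not show the gap, but over 4 exon probe sets the changes were -1.10 and -0.16, a gap of 0.94. If knockdown was stronger in set 1 and changes scaled with it, IL17A in set 2 should have changed by -0.53 (SE 0.090), from the SYNCRIP RNA changes of -0.57 and -0.33, but it lay 0.39 above that (SE 0.11). Its ratio of 6.37 lay at the 98.5 percentile of 2057 clusters that fell in both sets (median 1.06), which alone excludes nothing, since IL17A was singled out for that gap. The gap stayed past the threshold with array spread as a covariate (0.72, adjusted p = 3.0e-05), so a difference in how the cells of each set responded may remain, as a hypothesis that no group in the labels tests. A response of IL17A to SYNCRIP that is steeper than proportional was not tested. Without the 3 outermost arrays the gap was 0.60 (adjusted p = 0.0037), but set 1 then holds 1 SYNCRIP array, assumed to vary like the other groups, so this value was not used as support.

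In the 6 Control arrays, each taken relative to its group mean in its set, 1 array lay apart from the others in ABI1, with a gap of 0.655 of the whole range. It was the only one of 74 groups tested with such an array, where chance gives about 1 in 20.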

How the results depend on the processing

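The alternatives without 3 arrays, with array spread as a covariate, with 1-symbol clusters, with a block in the own-set arrays or for Control and U2AF1 of set 1, the list settings other than camera with an estimated correlation and fry, and leave-one-out of the overlaps, immune shares and set comparison were chosen after the results were seen. Of 9470 values under alternatives, over 597 results, 7773 kept their direction and their side of the threshold, 1592 lost a call in the same direction, 57 gained one and 48 turned. Quantile normalization kept 406 of 433 values, lost 24 and gained 3, and leaving out 1 array kept 3666 of 4275. Array data are limited by signal over background, and clusters under log2 6 were not tested in the reported fit. Unless a cause is named, the cause was not tested.

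Without the array set term, 875, 131, 17 and 1 clusters were called after U2AF1, SRRM2, SYNCRIP and ILF2 siRNA, and the targets missed the threshold at -0.017, -0.28, -0.45 and -0.065. The immune shares were 100% and 0% (limma named 0 fallen after SRRM2 siRNA), the overlaps 22 (U2AF1 and SRRM2) and 0 (ILF2 and SYNCRIP), and splicing 100 genes for SRRM2, 0 for SYNCRIP and 3 for ILF2. Set differences enter the spread by construction. Values that turned were, for U2AF1, ABI1 -0.064, COX4I1 -0.079, CXCR4 -0.00043, JAK1 -0.11, NDUFA10 0.0047, SQLE -0.11; for SRRM2, CHAC1 0.38, IL10 -0.082, PSAT1 0.16, RRAGC 0.11, SLC7A11 0.22, TOX 0.24; and for ILF2, IGHM 0.0026.

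With only the arrays of the knockdown's set (6 arrays, so fewer samples by construction), 1199 clusters were called after U2AF1 and 0 after ILF2 siRNA (5132 at an unadjusted p under 0.05), and 50 and 27 after SYNCRIP siRNA in sets 1 and 2. ILF2 (-0.22) and SYNCRIP in set 2 (-0.33) lost the call. The overlaps were 169, and 0 with either SYNCRIP set, by construction since no ILF2 cluster was called. Splicing was called in 1626 genes for U2AF1 and 0 for SRRM2, SYNCRIP (both sets) and ILF2.

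Control and U2AF1 arrays of set 1 paired by number. A replicate block for them in the fit of all arrays called 2863 clusters and splicing in 3466 genes after U2AF1 siRNA, with an immune share of 87.8% and an overlap of 371. It ended 1 call among named genes (BNIP3, -0.17, adjusted p = 0.061) and no list call, although only 2626 of the 2730 clusters called without it were called again. Control and SYNCRIP arrays share only numbers: same-numbered pairs correlated from -0.49 to 0.54 in set 1 and from -0.26 to 0.35 in set 2, and not every array correlated best with its own number. A replicate block in place of the array set leaves SRRM2 and ILF2 confounded with array set by construction. It called 27602 and 27570 clusters there, with overlaps of 1796 and 1664, an SRRM2 immune share of 12.3% and splicing in 11586 genes for SRRM2, 11117 for ILF2 and 0 for SYNCRIP. Values that turned were, for SRRM2, ABI1 0.37, ASPM 0.066, CASP2 0.42, CCL4 -0.15, CCNB1 0.13, CENPE 0.11, CHAC1 1.06, CXCL8 0.68, EIF2AK2 0.090, GINS1 0.045, IL10 -0.38, IL2RA 0.26, IL3 -0.21, IL5 0.37, IL6 -0.17, KIF20B 0.15, PSAT1 0.55, RPS21 -0.13, RRAGC 0.39, SLC7A11 0.83, SOS1 0.061, TFRC 0.53, TNFSF11 -0.051, TOX 0.64; and for ILF2, ABI1 0.39, CASP2 0.40, CCNB1 0.25, IFNG 0.27, IGHM 0.27, IL22 0.99, IL2RA 0.26, IL5 0.30, IL6 -0.19, ILF2 (its level) 0.093, TFRC 0.54, TNFSF11 -0.074. A block within the 12 Control and SYNCRIP arrays called 16 clusters, and a block within the U2AF1 own-set arrays 1648.

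ILF2 clusters were 140 without a filter and 355 above 7, with ILF2 and SYNCRIP overlaps of 20 and 74. At a minimum of 5, splicing was called in 13 genes for SYNCRIP and 0 for ILF2. Quantile normalization gave a U2AF1 immune share of 78.8% and overlaps of 531 and 94, and at both levels splicing in 128 genes for SRRM2, 2 for SYNCRIP and 0 for ILF2. With trend and robust eBayes the ILF2 and SYNCRIP overlap was 70. diffSplice, which asks another question, called 4957, 2366, 725 and 568 genes. Of the 70 list calls, an estimated correlation kept 5 and fry kept 34, and with 1 more fry called 35. Of the 17, 20, 22 and 11 calls, quantile normalization kept 15, 16, 14 and 9 and array spread as a covariate 13, 17, 14 and 8. Without the 3 arrays 16, 18, 10 and 9 were kept, and the co-stimulatory and the SOCS and JAK/STAT lists turned from lower to higher after SYNCRIP siRNA (adjusted p = 0.96 for both). Without the 3 outermost arrays, SYNCRIP clusters were 1015, splicing genes 130 for SRRM2, 0 for SYNCRIP and 0 for ILF2, and set differences 588. With array spread as a covariate, clusters were 4334, 5699 and 1376 (U2AF1, SRRM2, ILF2), the U2AF1 immune share 73.7% and set differences 638. With 1-symbol clusters, fewer tested by construction, they were 1791, 1403 and 1511 (U2AF1, SRRM2, SYNCRIP).

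Leaving out 1 array at a time gave 1706 to 2642 clusters for U2AF1, 749 to 2175 for SRRM2, 1442 to 8177 for SYNCRIP and 25 to 199 for ILF2. The target levels ran from -0.33 to -0.29, -0.39 to -0.36, -0.48 to -0.42 and -0.24 to -0.21. Splicing genes ran from 2412 to 4283, 16 to 246, 0 to 351 and 0 to 4. Set differences ran from 105 to 546, the overlaps from 131 to 330 and 5 to 496, and the immune shares from 84.0 to 93.4% and 0 to 5.17%.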

Other observations

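Tests of explanations and splits given here were planned, except the settings without 3 arrays and with array spread as a covariate, which were chosen after the result was seen. Some genes of interest shared a cluster with other symbols and are given only from the authors' deposited sheets. There, after U2AF1 siRNA, the cytokines IL9 (-0.80) and CSF2 (-0.57) were lower. After SRRM2 siRNA CSF2 (0.10) was higher and IL9 (-0.20) lower, and IL9 was lower after ILF2 siRNA (-0.27). Other genes changed as well. After U2AF1 siRNA the T cell transcription factors LEF1 (0.34) and GATA3 (-0.24) changed in opposite directions, and FASLG, a killing ligand, fell (-0.50). Of 12 cytotoxic effector molecules 4 fell and 1 rose after U2AF1 siRNA (6 adjusted over the list alone, camera adjusted p = 0.0071, adjusted p = 0.33 with an estimated correlation). After SRRM2 siRNA 3 rose, GZMA, FGFBP2 (0.40) and PRF1 (0.25), and none fell (5 adjusted over the list alone, camera adjusted p = 0.031, adjusted p = 0.68 with an estimated correlation).

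Of 34 genes on a list of hnRNP and related RNA-binding proteins 5 fell after SYNCRIP siRNA. The siRNA target SYNCRIP was 1 of them, and others were the muscleblind gene MBNL2 (-0.18) and PTBP2 (-0.26, not called without the 3 outermost arrays). None rose (12 adjusted over the list alone, camera adjusted p = 5.9e-06, adjusted p = 0.57 with an estimated correlation). The T cell genes IL17RB (-0.41), MAF (-0.26) and SATB1 (-0.21) fell too. TP53INP1, a p53 target, fell after SYNCRIP siRNA (-0.38) and rose after ILF2 siRNA (0.36, lost with quantile normalization).

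The study gave a lower number of changed genes for SYNCRIP knockdown. At its threshold 2580 clusters changed here, in a fit of 6 arrays against 6 with array set as a term. Without that term 17 did, and 50 and 27 with the 3 arrays against 3 of set 1 and set 2 alone, so this comparison depends on the fit. The deposited sheet for SYNCRIP siRNA lists 333. The study counted more genes in common between U2AF1 and SRRM2 knockdown. Here 352 clusters were in common, 531 with quantile normalization, 169 with the own-set arrays and from 131 to 330 with 1 array left out. This comparison therefore depends on the scaling and on the arrays used. The deposited sheets of this pair share as many clusters as the study counted genes in common. The same holds for the ILF2 and SYNCRIP sheets, so the overlaps here are in the same unit. The study counted fewer genes in common between ILF2 and SYNCRIP knockdown. Here 40 were, 20 without a filter, 94 with quantile normalization, 0 with the own-set arrays and from 5 to 496 with 1 array left out, so the direction of this comparison turns on single arrays and settings. All 1319, 913, 319 and 110 clusters that the deposited sheets and the fit here both called (U2AF1, SRRM2, SYNCRIP and ILF2) moved in the same direction. They are 54.1, 48.3, 95.8 and 35.7% of the 2439, 1891, 333 and 308 clusters on those sheets. The deposited fold changes equalled differences from the set 2 controls for SRRM2 and ILF2 (correlation 1), were closest to set 1 controls for U2AF1 (0.990) and to all 6 controls for SYNCRIP (0.991).

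Most called immune genes fell after U2AF1 siRNA (79 fallen of 304 measured) and rose after SRRM2 siRNA (64 risen of 304). These arrays lie in different sets, each with its own controls, although the fit used the controls of both sets. If unusually low set 2 controls were the cause, the 64 risen genes should be higher in the ILF2 arrays too, but their median change there was 0.033, which is 14.0% of the 0.24 in the SRRM2 arrays. If unusually high set 1 controls were the cause, the 79 fallen genes should be lower in the set 1 SYNCRIP arrays, but their median there was -0.045, which is 14.6% of the -0.31 in the U2AF1 arrays. With the spread of each array as a covariate the shares that fell were 73.7% and 7.69%, still 66.0 percentage points apart. Array dynamic range alone therefore did not account for the opposite direction. The U2AF1 share came down from 88.8%, near the 73.5% of called genes outside the lists without the covariate. Part of that share may thus go with array spread. The opposite direction may thus reflect the proteins themselves, a hypothesis found and tested on the same arrays, and other differences between knockdowns, such as cell number or timing, were not tested.

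Most clusters called after SYNCRIP siRNA were lower (79.8%). Summarization of genes by the authors is excluded as the cause, since gene values rebuilt from exon probe sets gave 87.5% lower among 417 called of 15443 genes. Array dynamic range and the 3 outermost arrays stay open: with array spread as a covariate 64.4% were lower, and without the 3 arrays 52.5%. The excess of lower clusters may therefore rest in part on how these arrays were measured, and which of both explanations applies was not separated.

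Other splits of the same arrays were fitted, with the real split counted in each. The real split alone gave as many clusters, 1 of 84, for U2AF1 (2730, highest other 691), SRRM2 (2181, highest other 607) and ILF2 (228, highest other 137). For U2AF1 and SRRM2 chance is excluded only on the basis that arrays can be exchanged across the sets too, with set as a term. The ILF2 count fell to 25 without ILF2 replicate 1, below the highest other split, so chance was not excluded for it. The 20 splits within a set, added after the result was seen, are too few for a share under 0.05, and the highest others were 691, 607 and 61. Among the 8 splits that part all Control and U2AF1 pairs, the highest others were 691 clusters and 1003 spliced genes, and the others mix both groups or turn them round. For SYNCRIP 100 of the 461 possible splits were drawn, and 4 gave as many (2580, highest other 10332), a share only just under 0.05. Of 100 drawn from the 200 splits that keep both sets balanced, added after the result was seen, 5 did (highest other 11513), so chance could not be excluded for this count. A split that calls several times the real count points to a structure of the arrays beyond the siRNA. For splicing, 1 of 30 gave as many genes for U2AF1 (3192, highest other 1003) and 1 of 30 for SRRM2 (221, highest other 4). These splits also exchanged arrays across the sets, so chance is excluded for U2AF1 only on that basis. For SRRM2 no splicing splits within set 2 were fitted, and the count fell to 16 without SRRM2 replicate 2, so chance was not excluded. For SYNCRIP 2 of 30 (23, highest other 1663) and for ILF2 2 of 30 (6, highest other 16) gave as many, so chance could not be excluded.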
